A study of Mus musculus with 2 samples. Its data were reported in "Comprehensive Identification of Long Non-coding RNAs in Purified Cell Types from the Brain Reveals Functional LncRNA in OPC Fate Determination" (2015).

How the data were processed

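OLIG2 ChIP-Seq was performed in neural stem cells (NSCs) from mouse cerebral cortex, crosslinked with formaldehyde and immunoprecipitated with an antibody against OLIG2. Per the labels, the series had 1 OLIG2 ChIP library and 1 input library, each the only sample of its group, and no label named a further culture or animal. Sequencing was on an Illumina HiSeq instrument. Per the submitters' processing notes, reads were aligned with Bowtie 0.12.7 to mm10 and peaks were called with MACS 1.4.2. According to the study's methods, the input was prepared alongside the ChIP and peaks were filtered on p-value, fold enrichment and tag number. The deposited file gave the positions of the peaks (chromosome, start and end) and none of those values. Whether the input served as the control in peak calling was not given in the sources used here. No read counts were used here, so the sequencing depth was unknown and the intervals given cover the counting of peaks or genes only. Peaks were called once on a single pair of libraries, and weak sites that the filters removed cannot be recovered. Whether positions were counted from 0 or from 1 was not given in the sources used here, and they were taken as they stand, which can shift a distance by 1 bp.

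Genes came from the GENCODE annotation, release M21, on GRCm38 patch 6, the assembly of mm10, and sequence from the same assembly. The annotation had 21755 protein-coding and 9603 lncRNA genes on chromosomes 1 to 19 and X. The 4 peaks on unplaced contigs were left out of the tests. A peak was represented by its centre, a start was the 5′ end of any annotated transcript, and a promoter ran from 2 kb upstream to 1 kb downstream of a start. Proximity meant a centre within 10 kb of a start, the distance used in the study. Each centre was assigned to promoter, exon, intron or intergenic DNA in that order of priority.

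The share of centres in each class and the spacing of peaks were compared with 1000 random placements of the same peaks on their own chromosomes outside sequence gaps (one-sided permutation). Genes were compared by two-sided Fisher's exact tests and lists by the same test against all other protein-coding genes, with Benjamini-Hochberg adjustment over 27 lists and a threshold of 0.05. Of these, 21 lists were of named genes: oligodendrocyte lineage transcription factors, OPC markers, myelin and mature oligodendrocyte genes, NSC genes, the Notch, Hedgehog, Wnt and BMP pathways, FGF and EGF signalling, proneural factors, mature neuron genes, astrocyte genes, cell cycle genes, chromatin regulators, the SOX family, brain lncRNAs, embryonic stem cell (ESC) genes, and microglia, endothelial, liver and muscle genes. The other 6 were defined by gene symbol: ribosomal protein, histone, olfactory and vomeronasal receptor, Zfp, homeobox and bHLH genes. Of 425 entries in the lists of named genes 423 were found, and a second gene that shared the symbol of a listed lncRNA was left out. The symbol pattern of the bHLH list was corrected after the annotation's symbols were seen and before any peak was compared with it, and the first pattern was kept as an alternative. Matched backgrounds drew 10000 random lists with the same deciles of gene length or of promoter CpG content from all protein-coding genes, a permutation of list membership within deciles. Neither these draws nor the exact tests allowed for neighbouring genes that share a peak within 10 kb. For clustered genes, such as receptor, histone, keratin, protocadherin and Hox genes, the p-values and intervals are therefore too narrow.

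Motifs were sought on both strands in the central 200 bp of each peak and in windows of the same size 1000 bp to either side, for 28 motifs. The fold is the share of centres over the mean share of the flanks, with an interval from the spread over peaks, and the p-value is the larger of 2 exact McNemar tests, 1 per side. Correlations over chromosomes used permutation tests with 100000 resamples. The samples, tests, lists, motifs, alternatives and rule for naming genes were fixed before the data were examined, except where an alternative or a test is said to have been added. The rule named lnc-OPC and Olig2, up to 4 genes per list with most peaks within 10 kb, the 10 protein-coding and 5 lncRNA genes with most peaks within 50 kb, and the genes nearest to the 5 widest peaks.

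Alternatives covered overlap in place of centres, distances of 5 and 50 kb, 1 start per gene, wider peaks, merged peaks, matched backgrounds, other motif controls and leaving out each chromosome. The list had no score, so peaks above the median width stood in for a stricter threshold. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The promoter share, the spacing, the exact tests of gene lists and the motif fold were tested on simulated data. The matched draws, the comparison of lncRNA with coding genes, the correlations over chromosomes and the motif p-values were not. For the promoter share, 1 of 20 random lists passed 0.05, and when 20% of peaks were planted in promoters the share measured was 27.2%, where 27.0% is the total to be reached. For spacing, random peaks gave 0.990-fold. For gene lists, simulated over the 21755 protein-coding genes, 4 calls were made in 100 sets with no effect, and 78.2% of lists planted with 75% against 37% were recovered. Simulated genes gained peaks independently and the lists were small and disjoint. Shared peaks, CpG content, gene length and the larger symbol lists were therefore not covered. For motifs, CAGCTG planted in 20% of the centres of 5000 random sequences of even base composition was measured at 1.97-fold, the fold that such planting should give.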

Results

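Binding of OLIG2, a basic helix-loop-helix (bHLH) transcription factor of the oligodendrocyte lineage, was mapped by chromatin immunoprecipitation followed by sequencing (ChIP-Seq) in cultured neural stem cells (NSCs) of the mouse. The cells came from cerebral cortex and were labelled CD-1, a mouse strain. They were grown as a monolayer with EGF and FGF, the growth factors that keep NSCs dividing. The data comprised 1 OLIG2 ChIP library and 1 input library of sheared chromatin, and the deposited result was a list of 20283 regions (peaks) called as enriched in the ChIP. Neither library had a replicate, and no spread between cultures was measurable. The list gave each peak's chromosome, start and end in mm10, with no score, fold enrichment or tag number, and the sequencing depth of both libraries was unknown. All p-values below therefore describe how the peaks of this list were placed, since neither genes nor chromosomes are replicates. The median peak was 803 bp wide, the middle 50% of widths ran from 676 to 977 bp, and 110 peaks were wider than 2000 bp. Together the peaks covered 17.4 Mb, or 0.678% of the sequenced bases, and none overlapped another. Chromosomes 1 to 19 and X held 20279 of the peaks and 3 unplaced contigs held 4, while chromosome Y and the mitochondrial genome held 0.

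The question behind the experiment was whether OLIG2 binds upstream of lnc-OPC, a long non-coding RNA (lncRNA) enriched in oligodendrocyte precursor cells (OPCs). In this list, 1 peak covered the transcription start site (TSS) of lnc-OPC, and further peaks lay upstream. The gene, annotated as the lincRNA 5330416C01Rik (ENSMUSG00000054944.7), occupied chromosome 13 from 97733498 to 97747411 on the minus strand. The peak at the start ran from 97747114 to 97748042, was 928 bp wide and had its centre 167 bp upstream of the first base, a distance of -167 bp on the gene's strand. The next peak upstream, from 97756839 to 97757776, had its centre at -9896 bp, in an intron of the neighbouring lincRNA Gm26619. These were the 2 peaks within 10 kb of a start of lnc-OPC, and only the peak at the start lay in the promoter, defined as 2 kb upstream to 1 kb downstream of a TSS. Within 50 kb there were 6 peaks. The others lay at -16612 bp (97763451 to 97764595), -27662 bp (97774665 to 97775482) and -29365 bp (97776346 to 97777207) in intergenic DNA, and 34298 bp downstream of the first start, past the 3′ end of the gene (97712798 to 97713429). The E-box class attributed to OLIG2, CAKMTG (K is G or T and M is A or C), was present in the central 200 bp of 4 of the 6 peaks. The peak at the start had 0 in its centre and 2 over its whole width.

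The Olig2 gene itself, with its neighbour and paralogue Olig1, lay among the densest groups of peaks in the genome. Olig2 (chromosome 16, 91225457 to 91228677, plus strand) had 5 peaks within 10 kb and 12 within 50 kb. Its promoter peak ran from 91224790 to 91225863 with the centre at -131 bp, and a further peak (91226308 to 91227135) lay in an exon. Olig1 (91269772 to 91271933, plus strand) had 4 peaks within 10 kb and 14 within 50 kb, the nearest centred 356 bp downstream of its start. Altogether 16 different peaks lay within 50 kb of either gene, 10 of them with CAKMTG in the central 200 bp. Of these, the widest, at 2135 bp, spanned 91190985 to 91193120 in intergenic DNA upstream of Olig2 (-33405 bp). The Olig2 promoter peak had 0 CAKMTG over its whole width.

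**Figure D1:**
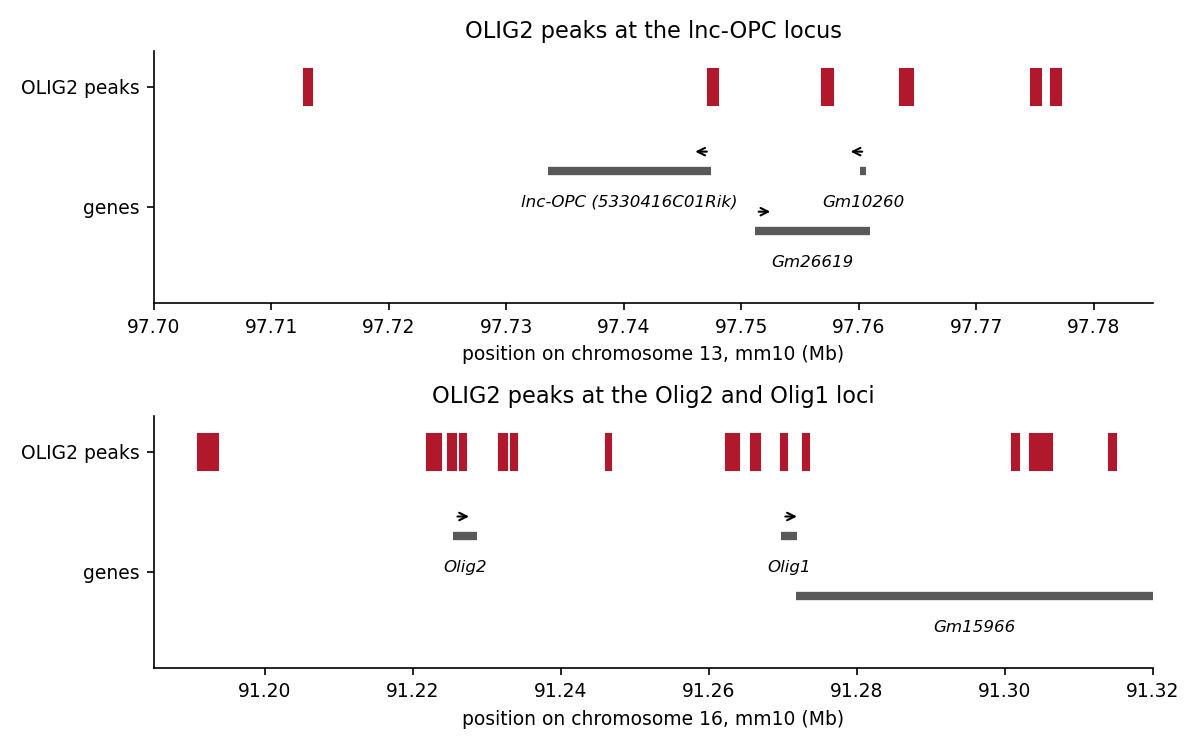
Maps of the lnc-OPC locus on chromosome 13 (upper panel) and of the Olig2 and Olig1 loci on chromosome 16 (lower panel), with position in Mb of mm10 on the horizontal axis. Red boxes are OLIG2 peaks drawn to scale, grey bars are annotated genes and arrows give their direction of transcription, and the peak over the lnc-OPC start spans 97747114 to 97748042.

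Gse1, a nuclear protein found with a histone deacetylase complex, had 23 peaks within 50 kb of a start, the most of any protein-coding gene, and 9 within 10 kb. The cytoskeletal septin gene Sept9, the co-activator gene Ssbp3, the astrocyte enzyme gene Aldh1l1, Cuedc1, Frmd4a, the nuclear receptor co-repressor gene Ncor2 and the Hedgehog inhibitor gene Sufu each had 16 within 50 kb, and Limch1 and the co-repressor gene Rere each had 15. Among lncRNA genes, Lncppara had 14, Gm10432 and Gm34086 had 13, and Mir9-3hg, the host of a neural microRNA, and Pvt1, the neighbour of Myc, had 12. The densest stretch of 100 kb held 15 peaks inside Sept9 (chromosome 11, centres from 117248881 to 117345426), and the stretch with Olig2 and Olig1 held 14, as did those with Prex1, with Gse1 and with Sufu. The 5 widest peaks were nearest to Gm26917 (6025 bp), the actin gene Actb (3277 bp), Arhgef4 (3253 bp), Trim8 (3187 bp) and Irf2bp2 (3115 bp). The widest of all, on chromosome 17 from 39842911 to 39848936, covered an annotated ribosomal RNA gene, whose many copies in the genome make the placement of reads uncertain. Long genes with many annotated starts have more room for peaks, and these counts were not corrected for that. Of 21755 protein-coding genes, 5488 had 1 peak within 10 kb of a start, 1793 had 2 and 852 (3.92%) had 3 or more.

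OLIG2 peaks were concentrated at gene starts. Promoters of annotated genes held 6325 peak centres, or 31.2% (95% Wilson interval 30.6 to 31.8%). When the same peaks were placed at random on their own chromosomes, promoters received 9.09 ± 0.196% (SD over 1000 placements), so the observed share was 3.43-fold higher (p = 0.001, one-sided permutation, the smallest value that 1000 placements can give). Exons outside promoters held 3.84% of centres against 3.22 ± 0.127% at random. Introns held 38.2% against 39.0 ± 0.336%, slightly fewer than at random (p = 0.00899, one-sided permutation), and intergenic DNA held 26.8% against 48.7 ± 0.348%. The median distance from a peak centre to the nearest TSS was 6206 bp, 59.7% of centres lay within 10 kb, and 8.67% lay beyond 50 kb.

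**Figure D2:**
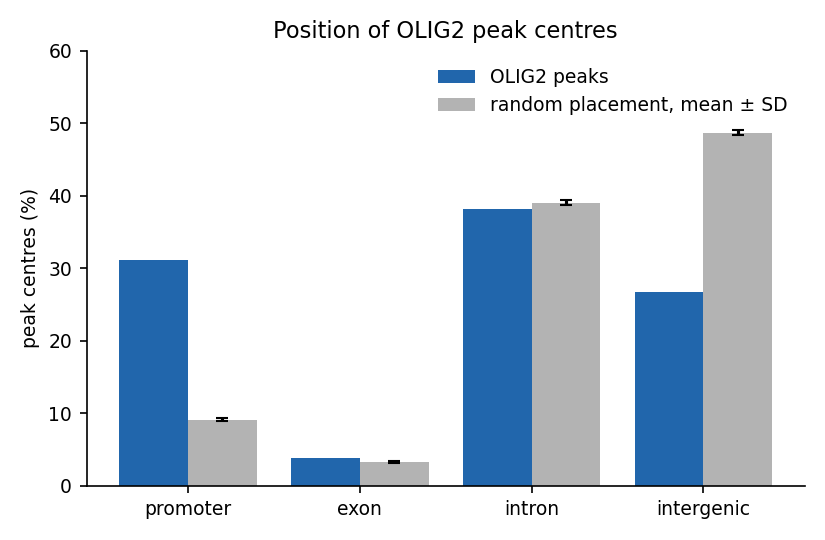
Percentage of OLIG2 peak centres in promoters, other exons, introns and intergenic DNA (blue bars) beside the mean of 1000 random placements (grey bars, error bars are SD). Promoters held 31.2% of centres against 9.09% at random and intergenic DNA 26.8% against 48.7%.

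Astrocyte genes, NSC genes, genes of FGF and EGF signalling and chromatin regulators had peaks near their starts more often than other genes. In the astrocyte list, 18 of 20 genes had a peak centre within 10 kb of a start. The folate enzyme gene Aldh1l1 had 8 peaks, the nuclear factor I genes Nfia and Nfib, which drive gliogenesis, had 6 each, and Id3, an inhibitor of bHLH factors, had 4. Among NSC genes, 17 of 20 had a peak. They included Hes1, the repressor at the end of the Notch pathway, with 6 peaks and 1 centred 17 bp from its start (chromosome 16, 30063906 to 30064897), Notch1 and the RNA-binding protein gene Msi2 with 4 each, and the EGF receptor gene Egfr with 3. In FGF and EGF signalling, 16 of 20 genes had a peak, among them the ETS factor genes Etv5 (5 peaks) and Etv1 (4 peaks), the pathway inhibitor gene Spred2 (4 peaks) and the ERK phosphatase gene Dusp6 (3 peaks). Chromatin regulators had peaks at 17 of 22 genes, such as the chromatin remodelling subunit gene Smarcd3 (4 peaks) and the histone demethylase gene Kdm1a, the remodeller gene Chd7 and the DNA methyltransferase gene Dnmt3a (3 peaks each).

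The share over all protein-coding genes was 8133 of 21755 (37.4%). Against the remaining genes, the odds ratio by two-sided Fisher's exact test was 15.1 (95% interval 3.61 to 134) for astrocyte genes (Benjamini-Hochberg adjusted p = 2.16e-05 over 27 lists), 9.51 (2.75 to 50.7) for NSC genes (adjusted p = 0.000113), 6.71 (2.16 to 27.6) for FGF and EGF signalling and 5.70 (2.02 to 19.8) for chromatin regulators (adjusted p = 0.000944 for both). These were the 4 lists that were also higher than genes of the same promoter CpG content, with adjusted p = 0.0018, 0.0108, 0.0333 and 0.0162 by permutation of list membership within CpG deciles. The first of these comes from a raw value of 0.0002, the smallest that 10000 draws can give. Some genes, Hes1, Notch1, Egfr and Id3 among them, belong to more than 1 list. The call for chromatin regulators was lost when each gene had 1 start (odds ratio 1.25, adjusted p = 0.70 by Fisher's exact test, range over 30 alternatives 0.00029 to 0.70), and that for NSC genes at a distance of 50 kb (odds ratio 3.24, adjusted p = 0.126, range 1.49e-05 to 0.126).

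Oligodendrocyte lineage transcription factors had peaks at 14 of 20 genes. Besides Olig2 and Olig1 they included the SOX genes Sox8, with 5 peaks and the nearest at 25567940 to 25568900 on chromosome 17, and Sox6, with 4. The SOX family as a whole had peaks at 13 of 19 genes, with 4 at Sox4 and 2 at Sox1. OPC markers had peaks at 12 of 18 genes, among them the endocytic adaptor gene Epn2 (4 peaks), Cspg4, which encodes the NG2 proteoglycan (3 peaks), and the matrix genes Tnr and Vcan (2 peaks each). Notch pathway genes had peaks at 16 of 24 genes, including the ligand genes Jag1 and Dll1 with 4 each. Cell cycle genes had peaks at 20 of 30, including the cyclin gene Ccnd3 (3 peaks), the inhibitor genes Cdkn1b and Cdkn2a and the S-phase factor gene E2f2 (2 peaks each), and histone genes at 45 of 70. These 6 lists were higher than the remaining protein-coding genes, with odds ratios of 3.91 (1.41 to 12.4), 3.63 (1.29 to 11.7), 3.35 (1.16 to 10.9), 3.35 (1.35 to 9.06), 3.36 (1.5 to 8.03) and 3.03 (1.81 to 5.15) in the order given and adjusted p = 0.0127, 0.0188, 0.0309, 0.0133, 0.00732 and 4.98e-05 by Fisher's exact test. In the permutation within CpG deciles none of the 6 passed (adjusted p = 0.112, 0.367, 0.213, 0.290, 0.213 and 0.0571). Against CpG-matched genes their odds ratios were 2.68, 1.99, 2.50, 1.96, 2.00 and 1.83, smaller than at the main settings but above 1. The OPC marker call was lost in 13 of 30 alternatives, with adjusted p from 0.00801 to 0.669, and the SOX call in 6 of 30, with adjusted p from 0.00648 to 0.367. Those for oligodendrocyte lineage factors and Notch genes were lost in 3 of 30 (adjusted p up to 0.112 and 0.290) and those for cell cycle and histone genes in 2 (up to 0.213 and 0.0702). Many histone genes lie in clusters whose members can share a peak, so the p-values and interval of that list are too narrow.

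Within 10 kb and at the main settings, no difference from other protein-coding genes was detected for genes of other tissues or of neurons. Myelin and mature oligodendrocyte genes had peaks at 11 of 20 genes (adjusted p = 0.176, Fisher's exact test), with 2 each at Trf, Plekhb1 and Mog, which encodes a protein of the outer myelin surface, and 1 at Fa2h. Proneural and neuronal fate transcription factors had peaks at 9 of 20, 1 each at Neurod1, Satb2, Bcl11b and Insm1, and mature neuron genes at 8 of 20, with 5 at the microtubule protein gene Map2, 3 at Rbfox3 and 2 each at Elavl4 and Camk2a. Hedgehog genes had peaks at 7 of 12, with 6 at the receptor gene Ptch1, 5 at Gli2 and 3 each at Gas1 and Sufu. Wnt genes had them at 14 of 26, with 3 each at Fzd9 and Axin2 and 2 each at Apc and Lgr5, and BMP genes at 11 of 20, with 4 at the receptor gene Bmpr1b and 3 each at Smad7 and Id1. For embryonic stem cells the count was 4 of 15 (Nanog with 2, Klf4, Esrrb and Lefty1 with 1 each), for microglia 6 of 18 (Hexb with 2, P2ry12, Tmem119 and Csf1r with 1 each), for endothelium 6 of 17 (Vwf and Pecam1 with 2, Flt1 and Eng with 1), for muscle 6 of 18 (Casq1, Mb and Tnnt1 with 2, Mylpf with 1) and for liver 3 of 19 (Apoa1, Apoc3 and Cyp7a1 with 1 each, adjusted p = 0.121, Fisher's exact test). Genes of bHLH factors (28 of 57, adjusted p = 0.144), ribosomal protein genes (37 of 83, adjusted p = 0.236) and Zfp zinc finger genes (149 of 394, adjusted p = 0.908) did not pass the exact test either. Some alternatives made calls among these lists. Of 30 alternatives, 2 called liver genes lower (lowest adjusted p = 0.0129, odds ratio down to 0.106, Fisher's exact test), 1 called Wnt genes higher (adjusted p = 0.0288, exact test), 2 called ribosomal protein genes higher (lowest adjusted p = 0.00119, odds ratio up to 2.83, exact test) and 2 called bHLH genes higher (lowest adjusted p = 0.00386, permutation). Lists of about 20 genes leave wide intervals, such as 0.771 to 5.60 for the odds ratio of myelin genes, and a moderate difference was not detectable.

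**Figure D3:**
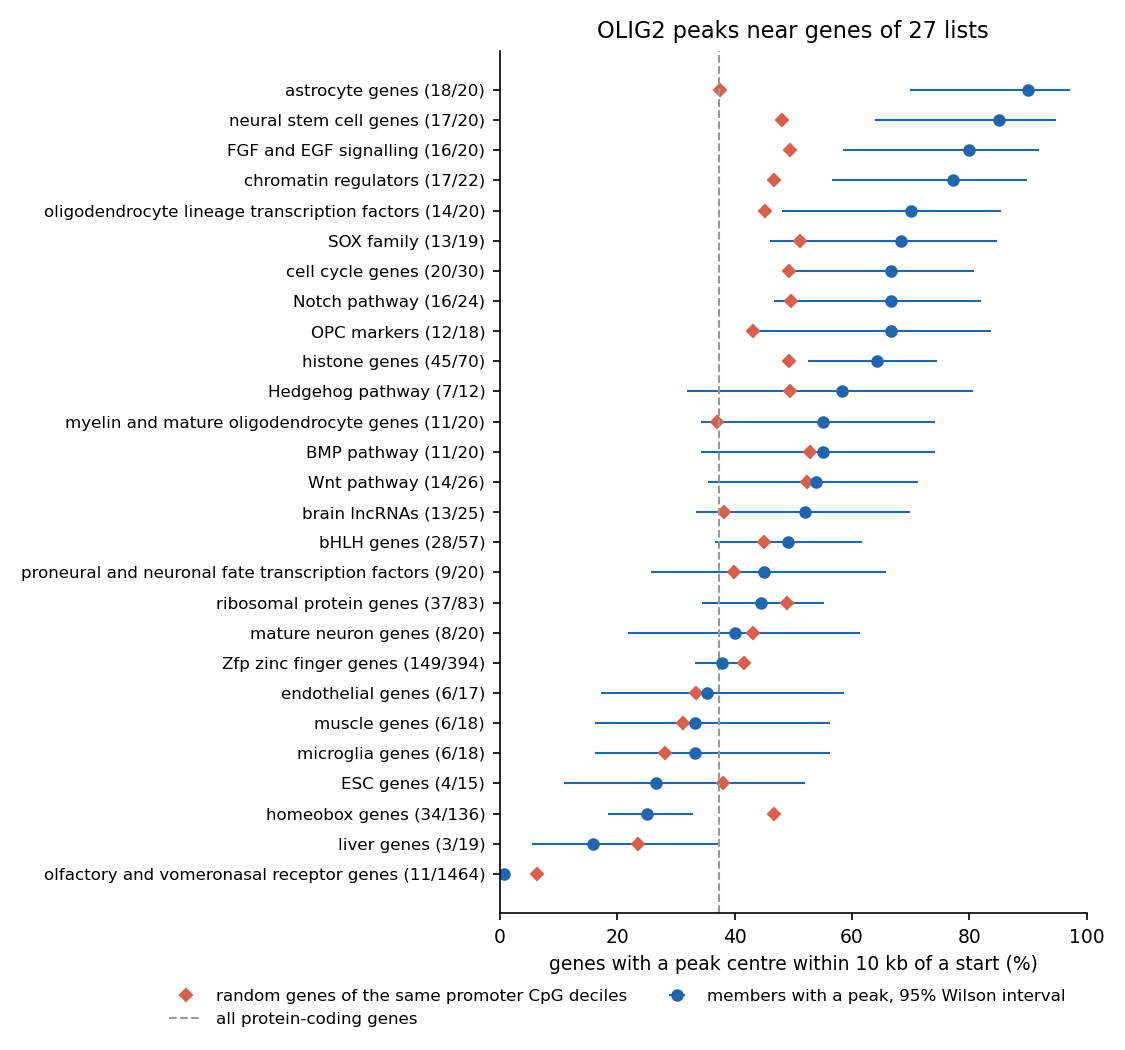
Percentage of the genes of each of 27 lists with an OLIG2 peak centre within 10 kb of an annotated start (blue points with 95% Wilson intervals, members with a peak and members found in brackets). Red diamonds are the mean of 10000 draws of random genes from the same promoter CpG deciles and the dashed line is the 37.4% of all protein-coding genes, with astrocyte genes (18 of 20) at the top and receptor genes (11 of 1464) at the bottom.

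Lower shares were found in the large receptor families of the nose and in homeobox genes. Only 11 of 1464 olfactory and vomeronasal receptor genes had a peak within 10 kb (odds ratio 0.0113, adjusted p = 3.68e-285, Fisher's exact test), and the share was also below that of genes with equally few CpG at their starts (adjusted p = 0.0018, permutation). Homeobox genes, which specify position and identity in the embryo, had peaks at 34 of 136 (odds ratio 0.556, 95% interval 0.365 to 0.829, adjusted p = 0.00822, Fisher's exact test). Against genes of the same promoter CpG content their odds ratio was 0.383 (adjusted p = 0.0018, permutation). The homeobox call was lost in 4 of 30 alternatives, with adjusted p from 0.0018 to 0.175, 1 of them without chromosome 6, which holds the Hoxa cluster.

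At promoters, where 24.1% of protein-coding genes had a peak centre, 6 lists were higher and 3 were lower. Astrocyte genes had promoter peaks at 13 of 20 (odds ratio 5.85, adjusted p = 0.00166, Fisher's exact test here and below), Notch pathway genes at 14 of 24 (4.41, adjusted p = 0.00314), NSC genes at 11 of 20 (3.85, adjusted p = 0.0157), chromatin regulators at 12 of 22 (3.78, adjusted p = 0.0139), oligodendrocyte lineage transcription factors at 10 of 20 (3.15, adjusted p = 0.0440) and Zfp genes at 119 of 394 (1.37, adjusted p = 0.0200). Receptor genes (2 of 1464), homeobox genes (19 of 136, odds ratio 0.509, adjusted p = 0.0200) and liver genes (0 of 19, adjusted p = 0.0407) were lower by the same exact test. Of 53 genes in the lists of named genes with 3 or more peaks within 10 kb, 8 had none in their own promoter window (a count added after the data were seen), among them Sox8 (5 within 10 kb), Cspg4 (3 within 10 kb, the nearest in an exon well inside the gene, at -2098 bp from an internal start) and Egfr (3 within 10 kb, the nearest in an intron, centred 5521 bp past a start). Against genes of the same promoter CpG content, astrocyte genes were the 1 list that stayed higher (adjusted p = 0.0018, permutation), and the receptor call was kept in all 5 alternatives run. Of these 5, the liver call was lost in 5 (adjusted p from 0.109 to 0.497, exact or permutation tests), though its odds ratio stayed between 0 and 0.184. Calls for chromatin regulators and oligodendrocyte lineage factors were lost in 4 (up to 0.532 and 0.403), those for Zfp and homeobox genes in 3 (up to 0.272 and 0.288), that for NSC genes in 2 (up to 0.186) and those for astrocyte and Notch genes in 1 (up to 0.114 and 0.146), by the same tests. Calls were gained for histone genes (higher) in 3 of the 5, and for OPC markers (higher) and ESC genes (lower) in 1 each.

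The study asked whether lncRNAs that rise as NSCs become OPCs have OLIG2 sites near their starts. Here the wider comparison of all annotated lncRNA genes with protein-coding genes was made. Fewer lncRNA genes had a peak centre within 10 kb: 2686 of 9603 (28.0%, 95% Wilson interval 27.1 to 28.9%) against 37.4% (36.7 to 38.0%) of protein-coding genes, an odds ratio of 0.650 (0.617 to 0.686, two-sided Fisher's exact test, p = 7.92e-60). Starts of lncRNA genes beside protein-coding genes went the other way, but such starts share almost the whole 10 kb window of the coding gene. Of 2033 lncRNA genes with a start within 1 kb of a protein-coding start, 877 (43.1%) had a peak (odds ratio 1.27, p = 3.94e-07, Fisher's exact test), while those with every start over 20 kb from one had a peak in 20.1% of cases. Peaks of the 2033 cannot be assigned to the lncRNA rather than the coding gene, and this comparison was not matched on CpG content. Single lncRNA genes of the brain gathered many peaks. C130071C03Rik, expressed in the developing brain, had 9 within 10 kb and 3 in its promoter, the nearest at 83732034 to 83732907 on chromosome 13. Pantr1, a neighbour of the neural factor gene Pou3f3, had 7, Mir9-3hg had 7 and Pvt1 had 6. Brain lncRNAs as a list had peaks at 13 of 25 genes, with no difference from protein-coding genes detected (adjusted p = 0.212, Fisher's exact test), though 1 alternative of 30 gave a call (adjusted p = 0.0498). Compared with other lncRNA genes, a test added after the data were seen, 13 of the 23 that are annotated as non-coding (56.5%) had a peak against 27.9% (odds ratio 3.36, 95% interval 1.36 to 8.57, p = 0.00423, Fisher's exact test). That test was not matched on promoter CpG content. Against CpG-matched coding genes the odds ratio of the whole list was 1.71 (adjusted p = 0.395, permutation). The genes of this list were chosen for known roles in the brain. With coding genes matched on promoter CpG content, the difference between all lncRNA and protein-coding genes was no longer found (odds ratio 1.02, 0.987 to 1.06 over 10000 draws). That comparison included the 2033 lncRNA genes beside coding starts.

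E-boxes of the OLIG2 type were enriched at the centres of the peaks. CAKMTG was found in the central 200 bp of 10697 peaks (52.7%) against 26.9% of equal windows 1000 bp to either side, a 1.96-fold difference (95% interval 1.92 to 2.00, exact McNemar test, with an adjusted p too small to print over 28 motifs). The members of the class that were higher were CAGCTG (32.8% against 9.61%, 3.42-fold) and CAGATG (25.05% against 15.04%, 1.66-fold). CATATG, the remaining member of the class, did not differ from flanks (4.62% against 4.73%, 0.977-fold, adjusted p = 0.905, exact McNemar test), but over shuffled centres of the same dinucleotide content it was 2.18-fold higher, beside 2.10-fold for CAGCTG and 1.89-fold for CAGATG. Among E-boxes outside the class, CAGGTG (0.811-fold) and CACATG (0.826-fold) were lower at centres than in flanks and CACGTG was 1.29-fold higher, as was a control hexamer, CACGAG. Over shuffled centres CAGGTG stayed lower (0.667-fold) and CACATG turned higher (1.18-fold), while CACGTG rose to 2.00-fold and the control CACGAG fell to 0.827-fold. Along the sequence, CAKMTG rose from 31.5 per 20 bp per 1000 peaks at the edges, 1000 bp away, to 84.0 at the centre.

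Motifs of several other transcription factor families were higher at peak centres as well. The motif of RFX factors, regulators of cilia genes, GTTGCCATGG, was 9.39-fold higher (216 peaks, 95% interval 6.84 to 12.9; 27-fold over shuffled centres), one arm of the nuclear factor I palindrome, TTGGCA, 2.02-fold higher (over shuffled centres 1.17-fold for all peaks, and 0.965-fold with no call for promoter peaks) and the SOX motif ACAAWG (W is A or T) 1.28-fold higher. Motifs typical of promoters were also higher, with 13.3-fold for YY1, 3.55-fold for ETS and 3.08-fold for SP/KLF, and over shuffled centres ETS fell to 1.97-fold and SP/KLF to 1.42-fold while YY1 rose to 20-fold (40 peaks, 95% interval 4.83 to 82.8). NRF1 (5.05-fold) and CRE (4.41-fold) rose as well, to 6.86-fold and 7.93-fold. The homeobox motif TAATTA was lower than in flanks at 0.672-fold but 2.43-fold higher than in shuffled centres, so its direction depended on the control. Of the 28 motifs, 20 were higher, 5 lower and 3 neither. Peaks outside promoters had the clearer E-box signal: 58.6% held CAKMTG against 28.0% of their flanks (2.09-fold, 2.04 to 2.14), and promoter peaks 39.9% against 24.4% (1.64-fold, 1.57 to 1.71). The SOX motif was higher outside promoters (1.44-fold) and lower at promoter peaks (0.869-fold) when set against flanks, but over shuffled promoter centres it was 1.49-fold higher. Centres were richer in G and C than flanks (53.7% against 46.3% on the left), which is why motifs were also set against shuffled centres, where CAKMTG was 1.86-fold higher.

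**Figure D4:**
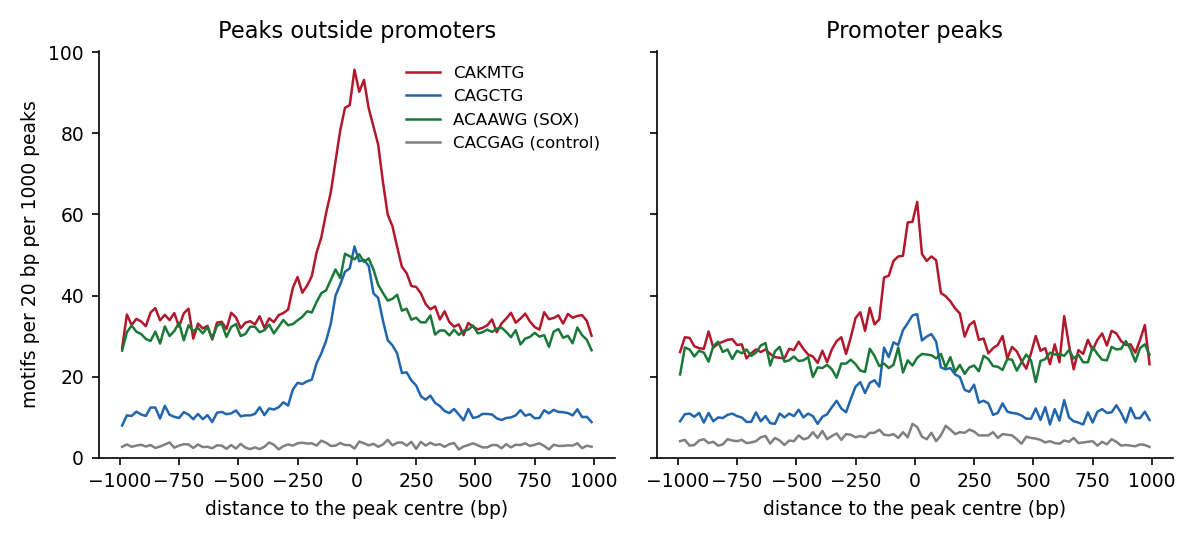
Number of motif matches per 20 bp per 1000 peaks against distance to the peak centre in bp, for peaks outside promoters (left panel) and promoter peaks (right panel). CAKMTG and CAGCTG peak at the centre in both panels and the SOX motif ACAAWG peaks there outside promoters. The control hexamer CACGAG is rare throughout, though at promoter peaks it was 1.69-fold more frequent in centres than in flanks.

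Peaks lay in groups and followed gene density, except on chromosome X. The nearest neighbouring peak was within 10 kb for 34.0% of peaks against 15.6 ± 0.336% in random placements on the same chromosomes (2.18-fold, p = 0.001, one-sided permutation, the smallest that 1000 placements can give). Placements that kept each peak's class of distance to the nearest start gave 1.80-fold. Peaks per Mb of sequenced DNA rose with protein-coding genes per Mb over the 20 chromosomes (Pearson r = 0.677, adjusted p = 0.000687, Spearman rho = 0.776, adjusted p = 0.0003, two-sided permutation tests with 100000 resamples, adjusted over 5 variants of the relation). Over the 19 autosomes r was 0.718, and without chromosomes 7 and 11, the farthest from the median gene density, r was 0.639 (p = 0.00423, permutation). Autosomes ran from 5.95 peaks per Mb on chromosome 14 to 12.8 on chromosome 11. Chromosome X had 1.84 per Mb, with 300 peaks where its length alone would give 1295, and 98 of its 948 protein-coding genes (10.3%) had a peak within 10 kb against 38.6% on autosomes.

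**Figure D5:**
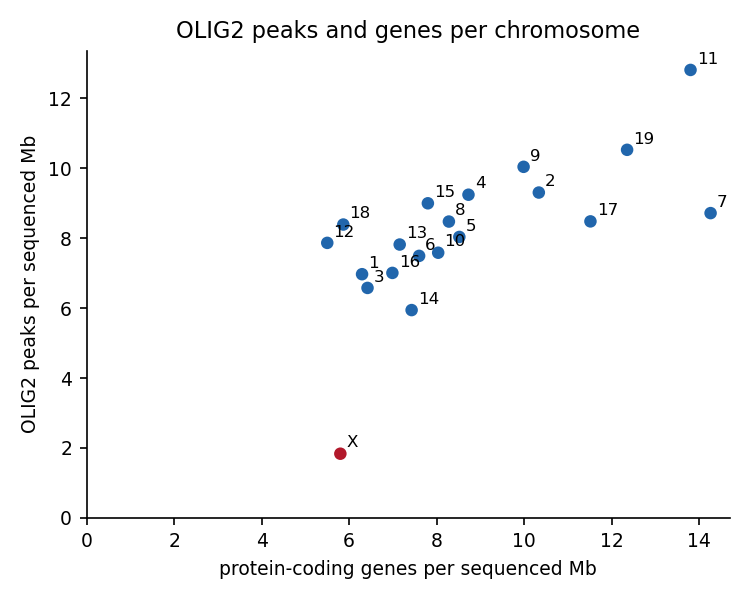
OLIG2 peaks per sequenced Mb against protein-coding genes per sequenced Mb, 1 point for each of 20 chromosomes, with chromosome X in red. Autosomes lie between 5.95 and 12.8 peaks per Mb and chromosome X at 1.84.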

Values the study reported

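The study predicted OLIG2 binding sites from DNase I footprints within 10 kb of the start of 88 (34%) of 254 lncRNAs that rose as NSCs became OPCs. Those footprints came from ESCs, whole brain and retina rather than from NSCs, and the gene sets differ from those compared above. Among coding genes that rose, 917 (35%) had such sites. In promoters annotated by ENCODE, OLIG2 motifs were upstream of 125 (49%) of the 254 lncRNAs. For lnc-OPC itself the study also reported an OLIG2 ChIP-Seq peak over predicted motifs, enrichment by ChIP-qPCR and repression of a luciferase reporter by OLIG2.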

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

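Outside the main measurement, 4 peaks lay on 3 contigs with no place in the chromosomes, which no comparison used. The contig chr4_GL456216_random had peaks at 16155 to 17250 and 31956 to 32949, both within CAAA01118383.1, annotated as protein-coding at 15881 to 36183. On chrUn_JH584304, a peak of 2948 bp at 58515 to 61463 covered the start of AC149090.1, annotated as protein-coding on the minus strand at 52190 to 59690. A further peak, on chrUn_GL456392 at 21749 to 23630, overlapped 0 annotated genes.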

How the results depend on the processing

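Alternatives added after the data were seen are coding starts alone, random centres outside repeats, the matched backgrounds at promoters, the narrower peaks, a background without receptor genes, the first bHLH pattern and, for lncRNA genes, the promoter window, CpG-matched coding genes and the comparisons of sub-classes. The promoter share stayed above random placement under every alternative run (1.93-fold at 5 kb to 4.66-fold with coding starts alone), as did spacing (1.33-fold at 50 kb to 2.68-fold for wider peaks) and CAKMTG at centres (1.22-fold over whole peaks to 2.11-fold for narrower peaks). Leaving out each chromosome in turn gave 3.40 to 3.49-fold, 2.16 to 2.22-fold and, for lncRNA against coding genes, odds ratios of 0.625 to 0.666. The lncRNA odds ratio was 0.556 at 5 kb, 0.511 for lincRNA genes alone, 0.429 in the promoter window and 0.422 for lncRNA genes over 20 kb from a coding start, but 0.857 at 50 kb. It reversed to 1.27 for lncRNA genes within 1 kb of a coding start, whose windows largely coincide with those of the coding genes. Against CpG-matched coding genes the odds ratio of all lncRNA genes, those beside coding starts included, was 1.02, with no difference left to call. Against length-matched coding genes it was 0.822. The median width in the peak list was 978 bp for wider peaks and 813 bp after merging, as their construction gives.

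Of 27 lists 10 were higher, but 6 with 1 start per gene, 6 without chromosome 2 and 4 against a CpG-matched background. Of the 12 calls in either direction, 7, 8 and 6 were kept in these settings. At promoters 6 lists were higher, but 2 for wider peaks and 1 with the CpG-matched background. Leaving out each of the other chromosomes gave 8 to 11 lists higher within 10 kb. Calls absent at the main settings appeared for liver, ribosomal protein and bHLH genes in 2 of 30 alternatives and for Wnt genes and brain lncRNAs in 1. The lnc-OPC locus had 2 peaks within 10 kb and 1 in the promoter window. With shuffled sequence as the control, 5 motifs reversed: CACATG to 1.18-fold, CAACTG to 0.703, CAAATG to 1.06, CACGAG to 0.827 and TAATTA to 2.43. At promoter peaks the SOX motif (0.869) and TEAD (0.850) reversed, while CAACTG (0.896), AP-1 (0.925) and POU (0.991) fell below 1 with no call, as did NRF1 outside promoters (0.667, 4 peaks). Except where stated, the cause was not tested. Unknown depth limits what an absent peak means at any gene.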

Other observations

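The tests of gene families, of all hexamers, of Hox genes, of shuffled flanks, of repeats on chromosome X and of 1 start per lncRNA gene were chosen after the data were seen, as were the genes named in this part. Gene families were read from shared symbol stems, and of 340 families with at least 8 protein-coding genes 15 had peaks near their starts more often than other coding genes and 27 less often by Fisher's exact test with adjustment over the 340. Histone demethylases of the Kdm family had a peak within 10 kb at 14 of 17 genes (adjusted p = 0.00349, exact test), histone methyltransferases of the Setd family at 8 of 8 (adjusted p = 0.00616), cell cycle inhibitors of the Cdkn family at 9 of 10 (adjusted p = 0.0134) and the axon guidance semaphorins at 14 of 20 (adjusted p = 0.04). Keratins, the filaments of epithelia, had a peak at 1 of 53 genes, and the Rhox homeobox genes of reproductive tissue, which lie on chromosome X, at 0 of 34. Clustered protocadherins, the cell surface labels of neurons, had 0 of 22 (Pcdhb) and 0 of 12 (Pcdha). Against genes of the same promoter CpG content, 0 of the 340 families were higher and 4 lower (permutation within CpG deciles with adjustment over the 340). Of those named here, keratins and Rhox genes were lower as well (permutation, adjusted p = 0.017 for both, from the smallest raw value that 10000 draws can give), while Kdm (adjusted p = 0.227), Setd (0.235), Cdkn (0.235), semaphorin (0.396), Pcdhb (0.068) and Pcdha (0.227) genes did not pass. The draws for Rhox genes came from all chromosomes, while on X only 10.3% of coding genes had a peak. The Rhox call therefore cannot be told apart from the low share on X. The families that did not pass had matched shares, in the order given, of 49.2%, 55.1%, 48.9%, 45.5%, 26.9% and 38.0%. Differences from matched genes therefore remained in these small families, without a call. Setd genes, at 8 of 8, could not have scored higher and still did not pass. The smallest raw value of the draws cannot pass the adjustment over the 340 in a single family alone. The count of 0 higher is thus limited by this resolution and does not show that an excess beyond CpG content is absent.

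The lower share of homeobox genes lay mostly with the Hox clusters, which pattern the body axis behind the forebrain. Of 39 Hox genes 1, Hoxd13, had a peak within 10 kb (odds ratio 0.044, 95% interval 0.00108 to 0.260, p = 3.75e-07, Fisher's exact test), against 45.8% of genes with the same promoter CpG content. Genes of a Hox cluster lie close enough to share windows, so the 39 are not independent and this p-value and interval are too narrow. The remaining homeobox genes had peaks at 33 of 97 (odds ratio 0.863, 0.549 to 1.33, p = 0.529, Fisher's exact test), but against CpG-matched genes these were lower as well (odds ratio 0.580, 0.398 to 0.838 over the draws). Among all 2080 hexamers, CAGCTG had the highest fold over flanks at peaks outside promoters, rank 1, and rank 45 over all peaks. Over shuffled centres of all peaks it had rank 5, below TAATTA, TAAATA, TATATA and CATATG, none of which was higher than in flanks. Narrower peaks held CAKMTG more often (57.0%) than wider peaks (48.5%), a difference that was not tested itself.

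Chromosome X had 300 peaks against 1295 by its length, a ratio of 0.232. Fewer genes on X cannot be the whole cause, since X genes themselves had a peak less often than autosomal ones (odds ratio 0.183, 0.147 to 0.227). Repeats in which reads cannot be placed are argued against by the density outside repeats, where X stayed at 0.274 of the autosomal value (0.243 to 0.309), and few CpG at X starts by matched autosomal genes (odds ratio 0.227, 0.201 to 0.257). Fewer copies of X in the cells than of autosomes, which would lower the reads on X, may add to the pattern and stay open, because no depth was available for the input. No biological explanation was tested, as the design has no second cell type or sex.

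Promoters held 31.2% of peaks, which could mark open CpG-rich starts with no site for OLIG2. Promoter peaks held more CAKMTG than their flanks (1.64-fold), and a control hexamer, CACGAG, rose alike (1.69-fold). The control holds a CpG, which CAKMTG cannot, and promoter centres held 11.9 CpG on average against 3.20 at other peaks. At other peaks the control did not differ from flanks (1.09-fold, adjusted p = 0.408, exact McNemar test). Its rise at promoters therefore cannot gauge that of CAKMTG. Flanks also differed from centres in G and C content (47.7% against 59.7%), so that flanks alone decide little about OLIG2 sites. E-boxes of any kind, CANNTG, were no more frequent at promoter peak centres than in their flanks (63.60% against 63.56%). Against shuffled promoter centres, however, CANNTG was 1.097-fold higher (63.60% against 57.96%, interval 1.069 to 1.126). Over shuffled promoter centres, which keep base composition, CAKMTG stood 1.75-fold higher (1.66 to 1.84) and the control at 0.690. Flanks stood above their own shuffled sequence at 1.16-fold (1.09 to 1.24). However, TAATTA (1.81-fold) and CATATG (2.23-fold) also stood above shuffled promoter centres, though neither was higher than in flanks (0.362-fold and 0.801-fold). CAKMTG was thus higher by both controls, but neither control alone can tell OLIG2 sites from other features of promoter sequence. The share of promoter peaks without CAKMTG at the centre stays open to both readings, and no biological explanation was tested.

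Fewer lncRNA than coding genes had a peak near a start (odds ratio 0.650). A candidate explanation is the lower CpG content of lncRNA starts, and against coding genes matched on it the odds ratio was 1.02 (0.987 to 1.06). That matching kept the 2033 lncRNA genes whose peaks cannot be told from those of a coding gene. LncRNA genes far from coding starts were not matched on their own. It therefore cannot decide whether CpG content accounts for the lower share at separate lncRNA starts. Against coding genes matched on gene length the odds ratio was 0.822 (p = 0.0002, permutation). Fewer annotated starts per lncRNA gene did not account for all of it, since with 1 start per gene the odds ratio was 0.815 (upper bound 0.860). No biological difference between the gene classes was tested, and promoter CpG content goes with how open and how widely expressed a start is.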
